A study of Mus musculus with 78 samples. Its data were reported in "Profiling Trait Anxiety: Transcriptome Analysis Reveals Cathepsin B (Ctsb) as a Novel Candidate Gene for Emotionality in Mice" (2011).

How the data were processed

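Expression was measured on Illumina MouseWG-6 v1.1 bead arrays in 3 mouse lines bred for high (HAB), normal (NAB) or low (LAB) anxiety-related behavior. RNA came from 5 laser-microdissected brain regions: the cingulate cortex (Cg), the central (CeA) and basolateral (BLA) nuclei of the amygdala, the paraventricular nucleus of the hypothalamus (PVN) and the dentate gyrus (DG). The labels listed 78 arrays, of which 3 DG arrays carried no values, so 75 arrays were used. Their labels carried 21 mouse numbers (6 HAB, 7 NAB and 8 LAB) and gave 25 HAB, 26 NAB and 24 LAB arrays in 15 groups. The groups held, for HAB, NAB and LAB, 5, 6 and 6 arrays in the Cg, 6, 6 and 5 in the CeA, 6, 5 and 5 in the PVN, 5, 6 and 5 in the BLA and 3, 3 and 3 in the DG. These are more mice than the study describes, so which arrays share a mouse rests on the labels alone, as do the mouse block, the fits without a mouse and the splits of whole mice. Each mouse number gave at most 1 array per region. All arrays of a region were hybridised as a batch, so batch and region cannot be told apart, and the slide of each array is not given. Comparisons of the lines lie inside a region and so inside a batch, but whether arrays of a line shared slides was not tested.

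The values used were the deposited normalised probe intensities, in the unit intensity, on a linear scale. The authors summarised the beads in BeadStudio and normalised all arrays together with the QSpline method of R packages built on beadarray, and tool versions and the treatment of background were not stated. Array medians ran from 5.49 to 6.19, and the highest intensity of an array from 1.11e+03 to 1.93e+03. A table of intensities before normalisation was not used here, because its 156 per-sample columns (78 of intensities and 78 of detection p-values) have names that match no sample label. The design written before the data were examined had assumed background correction and quantile normalisation of that table. The deposited normalised intensities were used instead, as their log2, and this replacement was made after the tables had been opened.

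Of 46643 probes, 32849 were listed in the annotation, 32794 had 1 gene symbol, 55 had several and 13794 had none. Symbols of 32722 probes were updated through their Entrez number, which gave 19406 named genes. An array's background level was the 95th percentile of its 1305 probes for odorant and pheromone receptor genes, which ran from 6.99 to 10.6. Between 29.9% and 42.9% of the probes of an array lay above it, with group means from 34.0% in the HAB DG to 38.4% in the NAB BLA. A probe was tested in a region if it lay above background in at least as many of its arrays as its smallest line had. This left 18274 probes in the Cg, 17974 in the CeA, 18442 in the PVN, 18425 in the BLA, 18664 in the DG, 22083 in any region and 15187 in all 5 regions. The filter stood in for the detection p-values of the design and was chosen after the tables had been opened. Arrays of a group correlated at 0.945 to 0.981, with a median of 0.966 (log2 values). No 2 arrays correlated above 0.981, so no array was a copy of another.

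All fits used limma 3.58.1 in R 4.3.3 on log2 intensities (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes tested and a threshold of adjusted p 0.05. Inside each region the 3 lines were fitted as group means, and HAB against LAB, HAB against NAB and NAB against LAB were compared. Differences are given as the first line minus the second. The count for all 5 regions took probes past the threshold with the same sign in each of them. A joint fit of the 15 groups, with the mouse as a random block, gave line differences averaged over regions and each region against the other 4. The same fit gave the line by region interaction of HAB against LAB as a moderated F. The deviations of 2 regions of the same mouse correlated at a mean of 0.0463 (114 pairs, 70 positive), those of different mice of a line at -0.0082 (628 pairs, 296 positive), and the consensus correlation was 0.0142. Levels are means ± SD of the linear intensity over the arrays of a group, and errors of log2 differences are standard errors (SE). Where all arrays of the dimmer line lay at background in a region, the fold change there and the average over regions are given as a bound (at least), alone or beside the log2 difference, with the background level in place of the dimmer values.

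The 28 gene lists were written before the data were examined. They comprised the candidates that the study had tested by qPCR in whole brain (Coro7, Ctsb, Mbnl1 and others), its other qPCR candidates, earlier HAB and LAB candidates (Avp, Glo1, Enoph1, Tmem132d) and qPCR reference genes. They further comprised lysosomal hydrolases, metallothioneins and zinc transport, neuropeptides, the stress hormone axis and glucocorticoid response, GABA, glutamate and monoamine transmission, synaptic vesicle release, immediate early genes, pyruvate oxidation and the respiratory chain, and glyoxalase and antioxidant defence. The rest held markers of astrocytes, oligodendrocytes, microglia, endothelium and vessel wall, choroid plexus and ependyma, blood, PVN and other hypothalamus, DG granule cells, Ammon's horn, central amygdala and striatum, BLA, isocortex and thalamus. Each was tested by camera with a preset inter-gene correlation of 0.01, on the probe with the highest mean of each gene, with adjustment over the lists. The test was repeated with the correlation estimated from the arrays. Members past the threshold were counted after adjustment over the list alone and over all probes tested.

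The genes named in the report followed a rule set before the data were examined. These were the 12 largest rises and 12 largest falls in all 5 regions, the 4 largest of each sign per region not already named, the 8 largest F of the interaction, and the 5 largest of each sign averaged over regions for HAB against NAB and for NAB against LAB. All tested members of the 3 study lists were named, with at most 4 members of every other list by smallest p. Genes checking the dissection (Avp, Oxt, Crh, Prox1, Dsp, Prkcd, Penk, Slc17a7, Cux2 and the reference genes) completed the rule, of which Dsp and Polr2b had no usable probe. Symbols follow the updated annotation.

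The procedure was tested on simulated data with the same groups. Of planted differences of 1 on the log2 scale it recovered 94.8% in the Cg, 92.5% in the CeA, 89.6% in the PVN, 82.1% in the BLA, 62.7% in the DG, 100% averaged over regions and 79.1% as an interaction. Of differences of 0.5 it recovered 39.6%, 37.3%, 41.8%, 31.3%, 1.49%, 92.5% and 25.4%. The DG, with 3 arrays per line, is therefore the region with the least precision. Averaged over regions, NAB against LAB gave 0 calls where nothing was planted, and a list shifted by 0.2 was recovered (adjusted p 4.60e-17) with 0 other lists past the threshold. The simulated probes varied independently of each other. The simulation therefore cannot show how often the list test passes by chance where the genes of a list vary together. Of the calls for HAB against LAB, those not planted made up 4.0% in the Cg, 3.8% in the CeA, 7.2% in the PVN, 4.7% in the BLA, 9.4% in the DG, 6.3% averaged over regions and 3.5% of the interaction, so the PVN, the DG and the average exceeded the 5% aimed at in this simulation.

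Alternatives set before the data were examined were no filter, array quality weights, eBayes with trend and robust, each mouse left out in turn, a joint fit with or without the mouse as a block, a minimum difference of 30%, an estimated inter-gene correlation, the mean of all probes of a gene, and fry in place of camera. Alternatives chosen after the values were seen were quantile normalisation over all arrays or within a region, log2 after adding 16, median centring, a stricter filter (99th percentile of the receptor probes in at least 0.5 of the arrays) and lists without Ctsb and Ctss. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.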

Results

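The dissected PVN, DG, CeA and BLA carried the transcripts of their own cell types, whereas no marker gene checked set the Cg apart from the BLA. The neurohypophysial hormones Oxt and Avp reached 1.59e+03 ± 245 and 895 ± 208 in the PVN (n = 16 arrays), 7.88 and 6.94 above the mean of the other regions on the log2 scale (adjusted p 5.89e-68 and 9.88e-46). Crh, the releasing hormone of the stress axis, was dim there (9.47 ± 3.27, above background in 10 of 16 arrays) and above background in 0 arrays of the other regions. Prox1, a transcription factor of granule neurons, was highest in the DG (151 ± 14.5, n = 9; +3.03, adjusted p 2.92e-44). The kinase gene Prkcd (100 ± 26.0, n = 17; +2.20, adjusted p 3.25e-22) and the enkephalin precursor Penk (23.8 ± 4.52; +1.24, adjusted p 2.99e-19) were highest in the CeA. The vesicular glutamate transporter Slc17a7 reached 481 ± 50 in the BLA (n = 16), 265 ± 25.5 in the Cg and 11.4 ± 17.6 in the PVN (log2 differences +2.91, +1.85 and -4.95). The upper-layer transcription factor Cux2 was highest in the BLA (+0.63) and the Cg (+0.37), and it was also raised in the PVN (+0.25, adjusted p 3.51e-03). Region-specific Avp in the CeA (+0.48, adjusted p 8.26e-03) turned negative when 16 was added before the log2. Of the reference genes Atp2b1 differed most between regions (Cg +1.07, PVN -1.44), and for Gapdh and Rpl13a the sign in some regions depended on the scaling.

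Region marker lists followed the dissection, with adjusted p by estimated correlation in brackets. Central amygdala and striatum genes averaged +1.20 in the CeA (adjusted p 1.63e-15 [6.40e-03]), hypothalamic genes +2.20 in the PVN (4.39e-06 [3.88e-03]), granule cell genes +1.82 in the DG (1.65e-05 [3.43e-03]) and BLA genes +1.03 in the BLA (1.53e-06 [2.68e-02]). Isocortex genes averaged +0.43 in the Cg, an excess that was lost with an estimated correlation (5.65e-04 [1.54e-01]). Oligodendrocyte genes were higher in the CeA (+0.48) and lower in the DG (-0.55), also lost with an estimated correlation (adjusted p = 2.69e-01 and 5.84e-01). Thalamus genes were higher in the PVN (+0.97), again lost (adjusted p = 1.99e-01). Between 12435 probes (BLA) and 15630 probes (DG) of 22083 differed between a region and the other 4, with 14535 for the Cg, 13013 for the CeA and 13623 for the PVN. These counts mix region and hybridisation batch, and median centring moved the median of all probes by 0.13 in the Cg, 0.14 in the CeA and -0.24 in the DG.

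HAB and LAB differed at 451 probes in the Cg (235 higher in HAB, 216 lower), 399 in the CeA (205 and 194), 385 in the PVN (163 and 222), 415 in the BLA (215 and 200) and 142 in the DG (70 and 72). Of these, 792 probes passed the threshold with a single sign in at least 1 region, 419 in at least 2, 293 in at least 3, 202 in at least 4 and 84 in all 5. HAB and NAB differed at 390, 370, 316, 562 and 123 probes in the same order of regions, and NAB and LAB at 458, 472, 312, 624 and 117. Some of these counts depended on the processing. Array weights raised NAB against LAB to 3168 in the BLA and 603 in the DG, and HAB against NAB to 1280 in the BLA. Without the filter NAB against LAB fell to 231 in the CeA and 394 in the BLA. In the BLA, 74.8% of the probes that separated NAB from LAB were higher in NAB, a share that fell to 56.7% after quantile normalisation within the region. The share higher in NAB in the CeA was 32.2%, and it rose to 56.0% with that normalisation, so the balance of rises and falls depended on the scaling. Median centring moved the median difference of all probes by 0.10 in the PVN and 0.11 in the DG for HAB against LAB, by 0.18 in the PVN for NAB against LAB and by 0.14 in the BLA for HAB against NAB. The DG counts are the smallest of the 5 regions, and its groups held 3 arrays each. The NAB against LAB count in the CeA was 289 without LAB mouse 14 and 310 without LAB mouse 21. In the BLA it was 371 without LAB mouse 10, 388 without LAB mouse 07 and 1520 without NAB mouse 02, whose absence also raised HAB against NAB from 562 to 996. In the DG, HAB against LAB gave 54 without HAB mouse 11, 64 without LAB mouse 10, 74 without HAB mouse 01, 76 without LAB mouse 16, 80 without HAB mouse 17 and 81 without LAB mouse 14. HAB against NAB in the DG gave 70, 73 and 80 without HAB mouse 11, NAB mouse 02 and HAB mouse 01, and NAB against LAB gave 74, 74 and 77 without LAB mice 10 and 16 and NAB mouse 02.

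**Figure D1:**
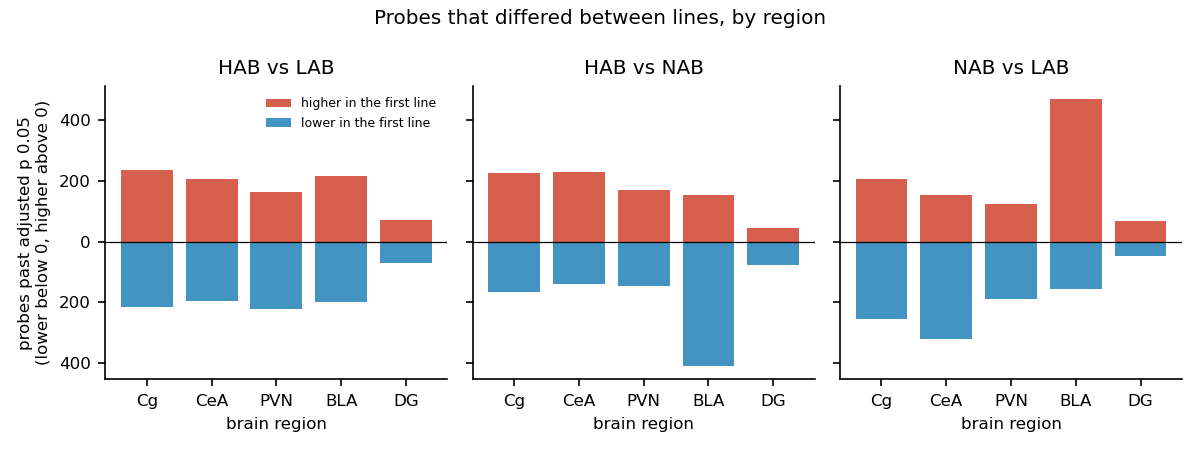
Number of probes past adjusted p 0.05 (vertical axis; bars above 0 higher and bars below 0 lower in the first-named line) in each brain region (horizontal axis) for the 3 pairs of lines. HAB and LAB differed at 385 to 451 probes in 4 regions and at 142 in the DG, and in the BLA most probes were higher in NAB than in LAB (467 of 624), a balance that shrank with other normalisations.

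Across all 5 regions, 84 probes of 66 genes separated HAB from LAB in the same direction (44 higher and 40 lower in HAB, of 15187 tested), and each gene below kept its direction in 5 of 5 regions. Cptp, which encodes a transfer protein for ceramide-1-phosphate, was bright in every HAB array and at background in every LAB array (25 of 25 against 0 of 24), with 33.8 ± 5.93 against 2.86 ± 0.780 in the Cg and 42.8 ± 9.87 against 3.06 ± 0.469 in the PVN, at least 4.15-fold (log2 difference +3.55, SE 0.09, adjusted p 8.46e-42). Stx3, a membrane fusion protein of the SNARE family, showed the same pattern (43.9 ± 8.16 against 3.79 ± 0.292 in the PVN), at least 4.41-fold (+3.07, SE 0.07, adjusted p 1.08e-46). The adult beta-globin gene Hbb-bs was 11.1-fold higher in HAB (429 ± 97.2 against 52.5 ± 28.6 in the PVN, n = 6 and 5; +3.47, SE 0.22, adjusted p 3.43e-21). Fcrls, a microglial receptor gene, was 5.67-fold higher (adjusted p 2.22e-21), and Pdhb, the beta subunit of the first enzyme of the pyruvate dehydrogenase complex, rose from 2.94 ± 0.906 in LAB to 19.4 ± 1.05 in HAB in the Cg (at least 2.26-fold there and 2.34-fold over all regions, adjusted p 4.73e-39). Further rises were in the zinc finger gene Zfp704 (+2.55), mitochondrial valyl-tRNA synthetase Vars2 (at least 2.93-fold), the neurite growth inhibitor Rtn4 (at least 2.18-fold), the Golgi gene Yipf4 (at least 2.19-fold), the myelin gene Pmp22 (at least 3.35-fold), the repair nuclease Ercc5 (at least 2.14-fold) and the membrane skeleton gene Add3 (at least 2.36-fold).

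Of the probes called in all 5 regions, the largest measured fall was in Ctsb, which encodes the lysosomal protease cathepsin B. Its called probe read 12.0 ± 4.98 in HAB against 158 ± 32.2 in LAB in the Cg (n = 5 and 6), 22.8 ± 4.33 against 233 ± 18.3 in the PVN (n = 6 and 5) and 41.9 ± 13.1 against 247 ± 30.0 in the DG (n = 3 and 3), 9.44-fold over all regions (log2 difference -3.24, SE 0.10, adjusted p 3.93e-37). B3galt6, a galactosyltransferase of proteoglycan synthesis, read 7.38 ± 2.07 against 80.2 ± 4.57 in the PVN (at least 6.92-fold over all regions, adjusted p 7.69e-43) and lay above background in 3 of 25 HAB and 24 of 24 LAB arrays. Slco1c1, a thyroxine carrier of brain capillaries, was 5.74-fold lower in HAB (17.5 ± 4.66 against 104 ± 11.7 in the PVN, adjusted p 2.19e-27), and the sterol synthesis gene Msmo1 4.56-fold lower (32.8 ± 6.84 against 168 ± 29.2 in the BLA, n = 5 and 5, adjusted p 2.47e-34). Falls of the same kind were in Ttc27 (at least 5.49-fold), the actin-binding girdin gene Ccdc88a (at least 5.38-fold), the cohesin loader Nipbl (-2.32), Lrrc40 (at least 2.31-fold), the chorein gene Vps13a (at least 3.05-fold), Telo2 (at least 2.35-fold), the nuclear import receptor Ipo7 (at least 1.20-fold) and the vesicle traffic gene Arfgef2 (at least 1.70-fold).

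Of the 24 genes named above, 17 had another tested probe, and in 14 of these the other probes missed the threshold or went the other way. A second Ctsb probe was higher in HAB (+0.30, adjusted p 3.78e-05), a second Pdhb probe was lower (-0.29, adjusted p 1.82e-03), and a second Stx3 probe did not differ (-0.04, adjusted p 7.95e-01). A second Vars2 probe (-0.60, adjusted p 8.90e-19) and 3 of 4 other Rtn4 probes were lower in HAB, whereas a second B3galt6 probe was lower as well (-0.75, adjusted p 3.68e-21) and 7 of 8 other Hbb-bs probes passed as higher. Most of these differences were thus seen at a single probe and not at the other probes of the gene. The count of 84 fell to 43 without HAB mouse 11, 46 without LAB mouse 10, 48 without LAB mouse 16, 49 without HAB mouse 17, 50 without HAB mouse 01 and 53 without LAB mouse 14, the mice with an array in the DG. NAB means lay nearer to HAB in all 5 regions for 30 of the 84 probes, nearer to LAB for 46, and differed by region for 8.

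**Figure D2:**
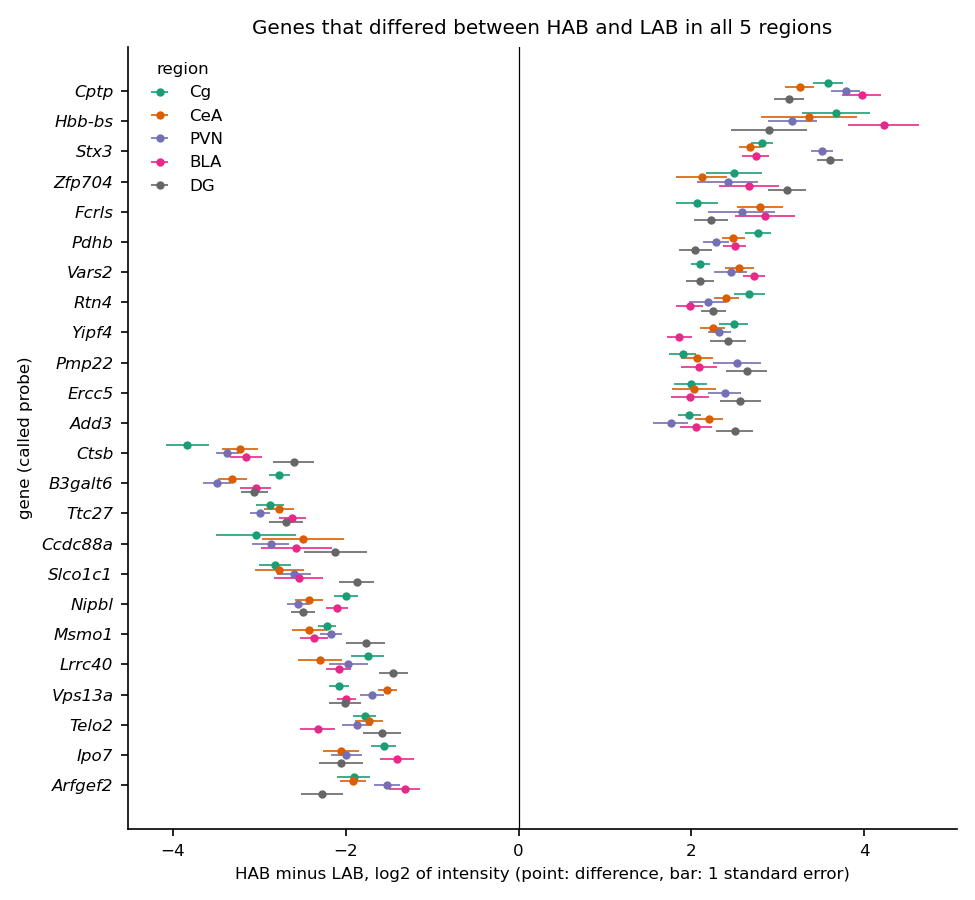
Difference between HAB and LAB (horizontal axis, log2 of intensity) of the 24 genes named for all 5 regions (vertical axis); points are single regions and bars 1 standard error. Each gene kept its sign in every region, from Hbb-bs (11.1-fold higher in HAB) to Ctsb (9.44-fold lower) among those measured above background in both lines. Where a line lay at background the plotted difference is not a measured size.

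In the Cg, the largest further rise in HAB was in the nonclassical histocompatibility gene H2-T23 (47.7 ± 3.99 in 5 HAB against 6.02 ± 1.38 in 6 LAB arrays, at least 5.55-fold, adjusted p 6.67e-10). The neuronal transcription factor Mef2c (at least 3.87-fold, adjusted p 3.13e-03), the RNA C030034I22Rik (at least 2.29-fold, adjusted p 8.99e-10) and Spring1, a regulator of sterol sensing (at least 2.44-fold, adjusted p 7.45e-06), were also higher. Enpp5, an ectonucleotide phosphodiesterase, read 22.7 ± 7.33 against 229 ± 11.0 (-3.40, SE 0.56, adjusted p 8.02e-04), and the zinc finger gene Zfp871 was at least 4.46-fold lower (adjusted p 2.31e-04). The transcriptional corepressor Runx1t1 (-2.43, adjusted p 1.74e-03) and the potassium channel Kcnh1 (36.2 ± 34.1 against 126 ± 18.1, -2.15, adjusted p 1.72e-04) were lower, and no array of a line overlapped the other line in any of these 8 genes. All 8 kept their sign in all 5 regions, and none was tested as specific to the Cg.

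In the CeA, Spata7, a ciliary gene, was at least 2.17-fold higher in HAB (19.3 ± 3.49 in 6 arrays against 3.32 ± 0.546 in 5, adjusted p 5.11e-05). C030034I22Rik (at least 2.59-fold, adjusted p 1.05e-06), the RNA polymerase subunit gene Twistnb (at least 2.87-fold, adjusted p 2.61e-03) and the zinc finger gene Zfp318 (at least 2.48-fold, adjusted p 6.79e-05) were higher too. The largest falls were in Enpp5 (24.9 ± 7.21 against 272 ± 43.8, -3.49, adjusted p 2.37e-03), the mitochondrial membrane gene Tmem14c (10.3 ± 1.23 against 136 ± 70.5, -3.28, adjusted p 1.10e-02), Zfp871 (at least 5.35-fold, adjusted p 1.70e-02) and Runx1t1 (-2.51, adjusted p 1.95e-03). In these 8 genes, too, the arrays of the 2 lines did not overlap.

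Within the PVN, Ghrh, the hypothalamic releasing hormone for growth hormone, was at background in 6 of 6 HAB arrays (4.94 ± 1.32) and at 68.2 ± 11.7 in 5 LAB arrays, at least 7.89-fold lower (-3.81, SE 0.20, adjusted p 1.62e-09). Tmem14c was lower by as much (7.83 ± 1.81 against 187 ± 101, -3.95, adjusted p 1.25e-03), but 4 of 5 LAB arrays lay above background and the groups overlapped. Enpp5 (-3.07, adjusted p 4.01e-04) and Zfp871 (at least 3.92-fold, adjusted p 7.37e-04) were lower as in the cortex. Higher in HAB were Cbwd1, of a family with GTP-binding domains (31.3 ± 4.35 against 4.97 ± 1.04, at least 3.88-fold, adjusted p 2.03e-04), 1600014C10Rik (at least 4.37-fold, adjusted p 3.83e-10), Twistnb (+2.33, adjusted p 2.33e-05) and Fstl5, a secreted follistatin-like gene (40.9 ± 8.01 against 8.12 ± 1.64, +2.33, adjusted p 2.22e-06).

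In the BLA, a Dgkq probe read 26.2 ± 2.62 in 5 HAB and 4.04 ± 1.33 in 5 LAB arrays, at least 2.93-fold (+2.76, SE 0.17, adjusted p 1.00e-08); the gene encodes a diacylglycerol kinase. Twistnb (at least 2.79-fold, adjusted p 1.23e-03), Cbwd1 (at least 3.68-fold, adjusted p 1.29e-03) and Mef2c (25.2 ± 3.31 against 4.17 ± 0.818, at least 2.81-fold, adjusted p 1.00e-03) were higher in HAB. Enpp5 (25.7 ± 9.24 against 261 ± 17.5, -3.42, adjusted p 1.41e-03), Zfp871 (at least 3.47-fold, adjusted p 7.35e-03), the zinc finger gene Zfp944 (6.76 ± 2.30 against 34.2 ± 3.85, -2.40, adjusted p 9.34e-07) and Runx1t1 (-2.12, adjusted p 2.85e-03) were lower. All arrays of HAB and LAB were apart in these genes.

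The DG, with 3 arrays of each line, showed the ubiquitin ligase gene Trim11 at 40.3 ± 3.37 in HAB against 6.12 ± 0.715 in LAB, at least 5.21-fold (+2.72, SE 0.15, adjusted p 1.65e-04). Atrnl1, an attractin-like membrane gene (at least 3.06-fold, adjusted p 2.04e-02), Mpeg1, a macrophage perforin (at least 2.88-fold, adjusted p 2.43e-03), and the tight junction gene Usp53 (at least 3.18-fold, adjusted p 1.13e-03) were higher in HAB as well. Lower in HAB were 9430015G10Rik (at least 1.64-fold, adjusted p 1.72e-03), the kinase anchor Akap10 (at least 1.96-fold, adjusted p 8.85e-03), Zcchc9 (at least 1.60-fold, adjusted p 1.41e-02) and the heparan sulfate sulfotransferase Hs3st3a1 (6.72 ± 1.05 against 24.5 ± 1.88, at least 2.67-fold, adjusted p 8.05e-03). Enpp5, Zfp871 and the other genes of the larger regions kept their sign in the DG.

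Averaged over regions, 1584 probes of 1138 genes separated HAB from LAB (590 higher, 994 lower), 1378 HAB from NAB (722 and 656) and 2621 NAB from LAB (633 and 1988). The excess of falls of HAB against LAB depended on the scaling, with 37.2% higher as deposited and 55.8% after median centring. So did that of NAB against LAB, with 24.2% higher as deposited, 42.7% after quantile normalisation over all arrays and 50.2% after median centring. Cldn12, a tight junction claudin, was at background in all 26 NAB arrays and above it in all 25 HAB arrays, at least 5.47-fold higher in HAB (+3.63, SE 0.12, adjusted p 2.87e-36). Cptp (at least 4.10-fold), Stx3 (at least 4.35-fold), Hbb-bs (8.07-fold, adjusted p 1.33e-18) and the vascular scaffold gene Krit1 (at least 6.83-fold, adjusted p 4.32e-31) were higher in HAB than in NAB. Cops8, a subunit of the COP9 signalosome, was at least 12.2-fold lower (adjusted p 2.63e-45), followed by Ctsb (9.52-fold, adjusted p 1.31e-37), B3galt6 (at least 6.78-fold, adjusted p 2.83e-43), Nipbl (-2.48, adjusted p 1.02e-41) and the mitochondrial glutamate carrier Slc25a18 (5.53-fold, adjusted p 3.21e-15). All 10 had the same sign in 5 of 5 regions.

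NAB differed from LAB in part at the same genes. Cops8 was 12.6-fold higher in NAB (adjusted p 7.53e-45) and Cldn12 at least 5.73-fold lower (-3.70, adjusted p 1.97e-36), so both probes set NAB apart from the 2 selected lines. Krit1 was likewise lower in NAB than in either selected line. Pdhb (at least 4.03-fold, adjusted p 2.92e-46), Yipf4 (at least 2.59-fold, adjusted p 3.20e-39), the glycolytic enzyme Pfkp (at least 1.70-fold, adjusted p 1.59e-25) and C030034I22Rik (at least 2.34-fold, adjusted p 4.00e-28) were higher in NAB, and in HAB against LAB so were Pdhb, Yipf4 and C030034I22Rik. Krit1 (at least 6.97-fold, adjusted p 5.33e-31), Ttc27 (at least 5.38-fold, adjusted p 5.16e-42), the calcium-binding sorcin gene Sri (at least 6.16-fold, adjusted p 2.19e-48) and Tmem14c (-2.63, SE 0.44, adjusted p 5.02e-06) were lower, each in 5 of 5 regions.

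The difference between HAB and LAB depended on the region at 57 probes of 42 genes, a count that moved to 155 with array weights and 124 with 16 added before the log2. Of the 24 splits of whole mice, the real one included, 3 gave at least 57 (permutation). Ghrh had the largest interaction (F 49.7, adjusted p 1.22e-14), lower in HAB in the PVN and in the CeA (4.18 ± 1.37 against 17.8 ± 8.40, at least 1.87-fold, adjusted p 5.30e-05) and at background in both lines in the Cg. The potassium channel Kcnj16 (F 29.5) was higher in HAB in every region, by 2.10 in the BLA (64.0 ± 4.42 against 15.1 ± 2.74, n = 5 and 5, adjusted p 4.88e-09) and by 0.66 in the PVN (adjusted p 4.38e-04). The secreted adipolin gene C1qtnf12 (F 23.4) changed sign, lower in HAB in the PVN (41.2 ± 4.06 against 68.8 ± 6.39, adjusted p 1.06e-03) and higher in the BLA (82.3 ± 4.86 against 59.3 ± 5.08, adjusted p 1.23e-03). Aldh3a1 (F 22), an aldehyde dehydrogenase, was higher in HAB in the PVN (+1.12, adjusted p 3.23e-04) and lower in the Cg (-0.81, adjusted p 3.55e-03) and the BLA (-0.68, adjusted p 6.69e-03). Card10 (F 15.2), a signalling scaffold, was lower in the CeA (-0.93), PVN (-0.66) and BLA (-0.57) and not in the Cg (+0.39, adjusted p 5.34e-02). Dgkq (F 14.7) rose at least 2.93-fold in the BLA and at least 1.21-fold in the PVN. Cyp4f13 (F 14.4), a fatty acid hydroxylase, was higher in the DG (48.9 ± 2.78 against 18.7 ± 2.40, n = 3 and 3, adjusted p 1.72e-03) and little changed elsewhere (+0.23 to +0.36). The guanine exchange factor Cyth4 (F 18.1) was lowest in the HAB DG (47.1 ± 5.28 against 138 ± 7.64), a fall that missed the threshold there (-1.56, adjusted p 1.07e-01). The count was 37 without HAB mouse 11 and 37 without LAB mouse 14.

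**Figure D3:**
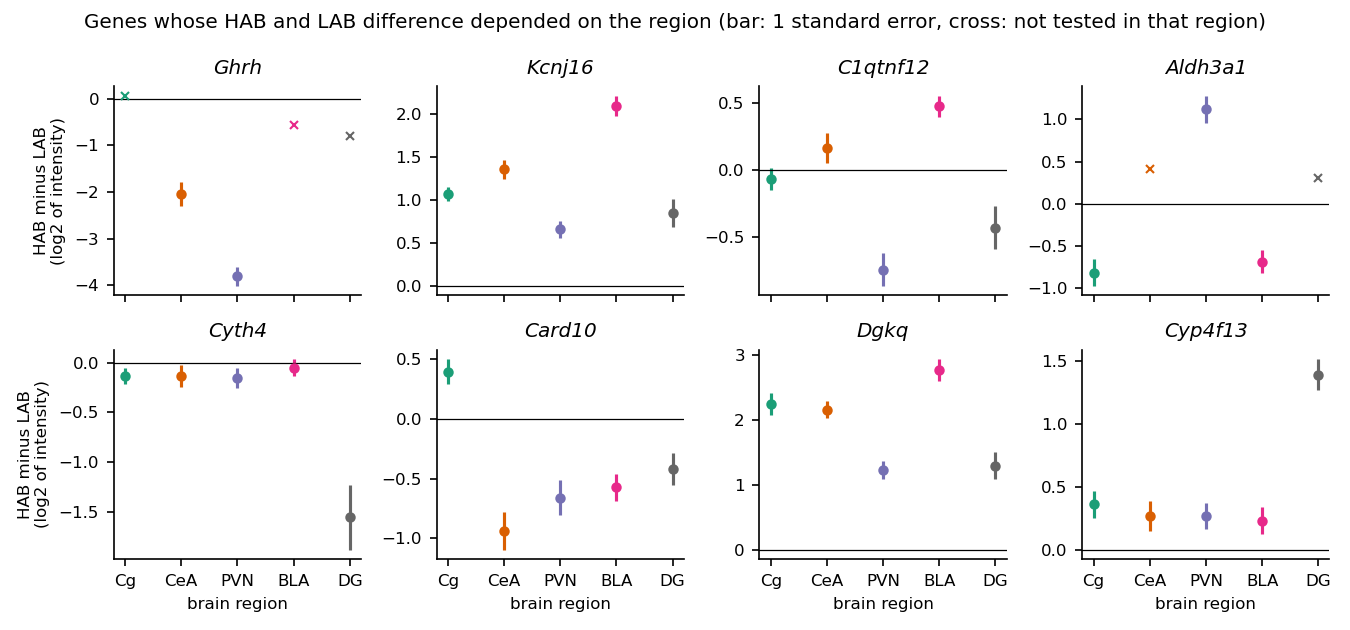
Difference between HAB and LAB (vertical axis, log2 of intensity) in each brain region (horizontal axis) for the 8 genes with the largest line by region interaction; points are differences, bars 1 standard error and crosses regions in which the probe was not tested. Ghrh was at least 7.89-fold lower in HAB in the PVN, and C1qtnf12 had opposite signs in the PVN (-0.74) and the BLA (+0.47).

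The candidates picked by the study from material that includes these arrays are not independent evidence here. Of the 12 whole-brain candidates tested, Abca2, a lipid transporter of myelinating cells, was 2.95-fold higher in HAB (+1.56, SE 0.09, adjusted p 4.20e-24; 41.2 ± 4.06 against 13.0 ± 1.48 in the Cg, n = 5 and 6) and did not differ between HAB and NAB (+0.07, adjusted p 7.59e-01). Enpp5 was 8.63-fold lower (adjusted p 3.94e-14), the peroxisomal carrier Slc25a17 2.16-fold lower (adjusted p 1.68e-12), and the chromatin protein Hmgn3 1.72-fold higher (adjusted p 2.04e-14), although 2 other Hmgn3 probes did not differ (-0.12 and +0.06). The metallothionein Mt1 was lower by little (-0.16, adjusted p 1.43e-02; NAB against LAB -0.22, adjusted p 1.88e-04). Coro7 (-0.03), Mbnl1 (-0.04), Trib2 (-0.12) and Zfp672 (-0.04) did not differ on these arrays, and Mmp15 had no usable probe. The study reported line differences in all of these by quantitative PCR in whole brain. Averaged over its genes this list had a mean of -0.49, a median of -0.08 and an adjusted p of 1.24e-01, with 2 genes higher and 5 lower after adjustment over the list alone and over all probes tested. Lists take the brightest probe of a gene, so Pdhb counts as lower here (-0.29) and Stx3 as unchanged (-0.04), against the rises of their other probes given above.

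Among the study's other candidates, Dgkq (at least 2.09-fold, adjusted p 2.61e-31, with another probe at -0.15, adjusted p 2.96e-02), Gnaq, a G protein subunit (+1.86, adjusted p 1.18e-33, with 4 further probes that did not differ), the glial glutamate transporter Slc1a2 (+1.88, adjusted p 1.67e-12; +0.43, adjusted p 8.40e-09 and +0.20, adjusted p 3.99e-01 at other probes) and Aldh3a2 (+1.49, adjusted p 5.30e-30) were higher in HAB. Hbb-bt (at least 1.52-fold, adjusted p 4.43e-09) and the vesicle protein Syt4 (+0.41, adjusted p 3.61e-05) rose less, and a second Syt4 probe did not differ (adjusted p 8.22e-01). Kcnh1 (-1.62, adjusted p 2.47e-10) and the adaptor gene Apbb1 (-0.86, adjusted p 1.62e-23, with 2 other probes that missed the threshold) were lower. Npy (-0.24, adjusted p 1.69e-01), Ttr (+0.14, adjusted p 8.69e-01), Dgkh (-0.01), Ep400 (-0.01), Pxk (adjusted p 9.99e-01), Rab6a (+0.02, adjusted p 8.37e-01) and Smarcd3 (-0.04) did not pass. No probe was tested under the list's names of its other 5 members (5230400G24Rik, Ccdc104, Gig1, Spnb3 and Ttbk1), although the gene table gives Gig1 as an earlier name of Zfp704, named above. In no single region did the higher Syt4 signal of HAB pass the threshold (PVN 270 ± 65.5 against 177 ± 18.6, n = 6 and 5, adjusted p 7.13e-02). By quantitative PCR and by in situ hybridization the study reported more Syt4 in HAB in the PVN, CeA and BLA. Ttr varied widely within the PVN (55.6 ± 113 against 10.9 ± 3.39, adjusted p 9.52e-01). This list had a mean of +0.11, a median of -0.0071 and an adjusted p of 1.92e-01 (15 genes tested; 4 higher and 4 lower over the list alone, 4 and 3 over all probes).

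Of the earlier candidates, Glo1, which encodes the methylglyoxal-degrading glyoxalase 1, was 2.06-fold lower in HAB than in LAB (-1.04, SE 0.09, adjusted p 2.87e-15; 192 ± 10.4 against 383 ± 31.8 in the Cg and 268 ± 21.1 against 550 ± 9.12 in the PVN). NAB lay between, and its arrays were spread over the range of both lines. Averaged over regions, Avp (-0.19, adjusted p 6.35e-01), Enoph1 (-0.04) and Tmem132d (+0.29, adjusted p 2.21e-01) did not differ, and the list of 4 had an adjusted p of 2.90e-01 (mean -0.24, 0 genes higher and 1 lower). Avp lay above background in 0 of 17 Cg, 1 of 16 BLA and 3 of 9 DG arrays. The study described the Avp and Tmem132d differences as limited to certain brain areas, which an average over regions does not address. The reference genes Gapdh (-0.01), Hprt (-0.01), Atp2b1 (-0.12) and Rpl13a (+0.04) did not differ between HAB and LAB (list adjusted p 7.96e-01, 0 genes past the threshold).

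**Figure D4:**
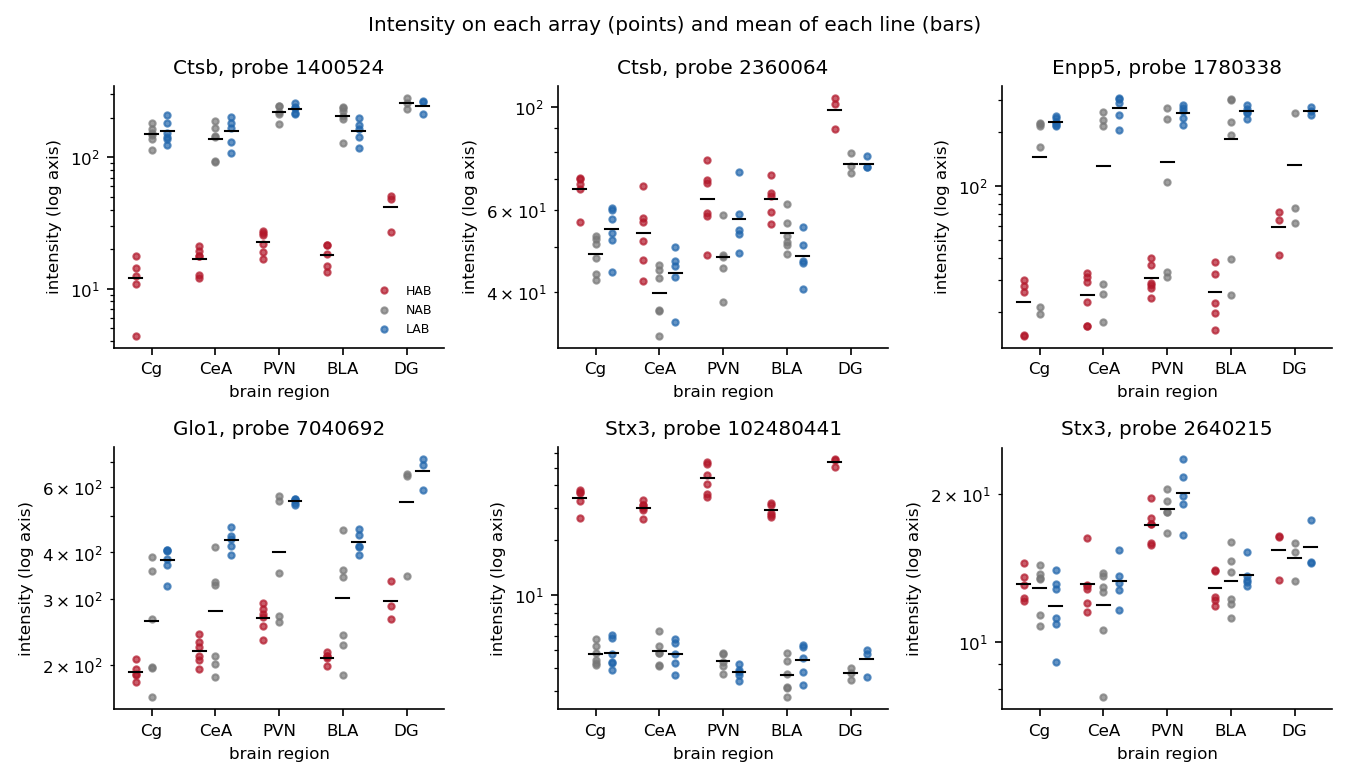
Intensity (vertical axis, log scale) of 6 probes of Ctsb, Enpp5, Glo1 and Stx3 in each brain region (horizontal axis); points are single arrays and bars the mean of a line. The first Ctsb probe separates HAB from the other lines (12.0 against 158 in LAB in the Cg) and the second is slightly higher in HAB (+0.30 averaged over regions), and NAB arrays fall into high and low values for Enpp5 and Glo1.

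Lysosomal hydrolase genes were lower in HAB than in LAB as a group (30 of 35 tested, mean -0.25, median -0.15, 28 of 30 negative, adjusted p 3.09e-07, lost with an estimated correlation at adjusted p = 4.44e-01), as were microglial markers (mean -0.22). Without Ctsb, whose second probe went the other way, the mean was -0.15. After Ctsb the smallest p-values belonged to the peptidase Tpp1 (-0.44, adjusted p 1.39e-07), the mannosidase Man2b1 (-0.37, adjusted p 2.15e-10) and the arylsulfatase Arsa (-0.29, adjusted p 1.28e-05). Adjusted over the list alone, 14 genes were lower and 0 higher, and 12 over all probes tested. The list passed in the Cg (-0.29, adjusted p 1.29e-08), CeA (-0.25, 1.17e-04), PVN (-0.28, 1.86e-03) and BLA (-0.20, 2.05e-03), but in none of them with an estimated correlation. In the PVN it no longer passed without Ctsb and Ctss (adjusted p 5.36e-02). Of its genes, Ctsb was picked by the study and Ctss is also held by the microglia list.

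Oligodendrocyte markers were higher in HAB (12 of 16 tested, mean +0.14, median +0.11, 9 of 12 positive, adjusted p 2.51e-03, lost with an estimated correlation at adjusted p = 6.67e-01). HAB mouse 09 was far above the other HAB mice for this list, and without it the mean was +0.08 (oligodendrocytes, adjusted p 2.23e-02). The myelin genes Opalin (+0.49, adjusted p 3.22e-05), Mag (+0.31, adjusted p 1.34e-03), Cldn11 (+0.29, adjusted p 2.92e-02) and Mbp (+0.28, adjusted p 2.34e-02) were the 4 that passed, over the list alone and over all probes. The mean was +0.12 in the Cg, +0.35 in the PVN (12 of 12 positive, adjusted p 2.75e-05, lost at adjusted p = 9.34e-01), +0.24 in the BLA and +0.16 in the DG, and -0.16 in the CeA, where it did not pass (adjusted p 1.52e-01). Microglial markers were lower in HAB (10 of 15 tested, mean -0.22, median -0.17, 9 of 10 negative, adjusted p 6.02e-03, lost at adjusted p = 6.49e-01). The complement genes C1qc (-0.61, adjusted p 1.52e-08) and C1qb (-0.58, adjusted p 1.70e-11) and the receptor Fcgr3 (-0.32, adjusted p 4.11e-05) passed, 4 genes over the list alone and 3 over all probes. In the CeA immediate early genes were higher (+0.21, 13 of 14 positive, adjusted p 4.71e-03, lost at adjusted p = 5.01e-01), with no gene past the threshold on its own. BLA marker genes were higher in the CeA of HAB as well, and the lists were not tested against each other.

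The remaining lists did not pass averaged over regions. These were metallothioneins and zinc transport (mean -0.02, adjusted p 6.30e-01; Mt2 -0.25, adjusted p 7.37e-05), neuropeptides (-0.13, 3.37e-01; Scg2 -0.36, adjusted p 2.63e-03), the stress axis (-0.05, 8.53e-01), GABA transmission (-0.11, 2.59e-01; Gabbr1 -0.60, adjusted p 8.82e-16), glutamate transmission (+0.10, 3.37e-01), monoamine transmission (-0.04, 6.30e-01) and synaptic vesicle release (-0.04, 8.94e-01; Sv2a -0.50, adjusted p 3.17e-08). Immediate early genes (-0.02, 6.30e-01), pyruvate oxidation and the respiratory chain (-0.08, 1.24e-01, 39 of 41 negative; Pdk2 -0.93, adjusted p 1.06e-18) and antioxidant defence (-0.12, 2.59e-01; Gss -0.40, adjusted p 8.90e-06; Prdx2 +0.20, adjusted p 1.03e-03) also did not. Among cell and region markers, astrocytes (+0.12, 4.06e-01), endothelium (-0.14, 1.92e-01; Flt1 -0.24, adjusted p 1.15e-02), choroid plexus (+0.05, 6.30e-01) and blood (-0.02, 2.75e-01; Hbb-b2 -1.59, adjusted p 9.77e-20; Hba-a1 +0.54, adjusted p 7.52e-07; Alas2 +0.31, adjusted p 1.33e-02) did not pass. Neither did hypothalamus (-0.03, 6.30e-01), granule cells (+0.04, 2.90e-01), Ammon's horn (+0.01, 3.37e-01; Fibcd1 +0.28, adjusted p 2.30e-02), central amygdala (-0.06, 8.90e-01; Dlk1 -0.49, adjusted p 6.73e-03), BLA (+0.04, 3.37e-01; Meis2 -0.59, adjusted p 1.28e-05), isocortex (-0.0001, 4.33e-01) and thalamus (+0.07, 1.92e-01). The test pointed up while the mean was negative for reference, monoamine, immediate early, blood, hypothalamus, central amygdala and isocortex genes. The median was negative beside a positive mean for glutamate transmission and astrocytes, and positive beside a negative mean for blood, hypothalamus (0.0001) and isocortex (0.0010) genes.

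Against NAB, the whole-brain candidates were lower in HAB (mean -0.45, median -0.03, adjusted p 3.57e-02, lost at adjusted p = 9.59e-01). They also no longer passed without Ctsb and Ctss, with the mean of all probes of a gene, with quantile normalisation, with the added constant or with the stricter filter. NAB was lower than LAB in lysosomal hydrolases (-0.14, adjusted p 4.25e-04; 17 genes lower over the list alone and 12 over all probes), the respiratory chain (-0.12, adjusted p 3.89e-04, 39 of 41 negative; 20 and 16), antioxidant defence (-0.18, adjusted p 1.13e-03; 7 and 5) and microglia (-0.36, adjusted p 1.08e-05, 10 of 10 negative; 7 and 7). With an estimated correlation none of these 4 remained (adjusted p = 4.70e-01, 8.10e-01, 4.70e-01 and 1.02e-01). In the Cg neuropeptides (-0.13, adjusted p 3.80e-02) and microglia (-0.25, 2.78e-04) were lower in HAB, in the CeA microglia (-0.27, 4.71e-03) lower and BLA genes (+0.37, 2.51e-02) higher, and in the BLA neuropeptides (-0.25, 3.48e-02) and antioxidant defence (-0.18, 3.36e-02) lower. None of these passed with an estimated correlation.

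**Figure D5:**
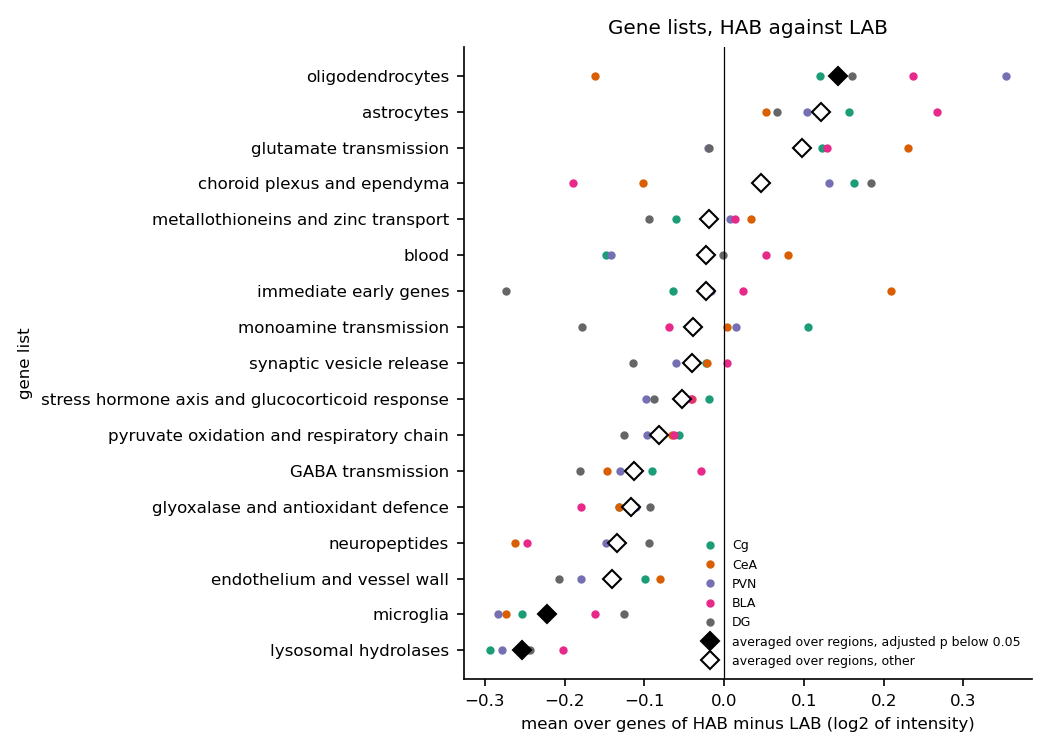
Mean difference between HAB and LAB (horizontal axis, log2 of intensity) over the genes of 17 lists (vertical axis); coloured points are single regions and diamonds the average over regions, filled where adjusted p was below 0.05. Lysosomal hydrolases (-0.25) and microglia (-0.22) were lower in HAB and oligodendrocytes (+0.14) higher, none of them past the threshold with an estimated correlation.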

Values the study reported

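Across its microarray experiments on both platforms the study reported over 300 genes as candidates between HAB and LAB. For Abca2, Ctsb, Enpp5 and Ttbk1 it gave differences between the lines of more than 500%, and for Hmgn3 a 2-fold excess in HAB. Sequencing of Ctsb gave 76 single-nucleotide differences between the lines. For Stx3 the study described opposite directions on arrays and in quantitative PCR. It relied on the quantitative PCR, and proposed that variants in an exon of Stx3 could explain the higher array signal of HAB. By quantitative PCR in whole brain it also reported line differences in Ctsb, Enpp5, Abca2, Hmgn3 and Pdhb. The same method gave differences in Coro7, Mbnl1, Mmp15, Mt1, Slc25a17, Trib2 and Zfp672. Ctsb was described as more strongly expressed in LAB than in HAB. Its sequencing found no variants at the primer sites.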

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

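Each mouse's mean deviation from its region and line was examined for a mouse far from the others of its line, by the gap to the next mouse as a share of the whole range. The centring on region and line was chosen after a first version, centred on the region alone, had been seen. Of 195 groups examined, 20 held such a mouse, where chance gives about 1 in 20 groups (9.75). LAB mice 19 and 21 gave 1 array each and HAB mouse 20 and LAB mouse 16 gave 2, so their means rest on little.

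Among NAB mice, mouse 15 was highest for Hbb-bs (ratio 0.696) and Ccdc88a (0.574) and lowest for Slc25a17 (0.576). NAB mouse 13 was lowest for Fcrls (0.680) and highest for Ttc27 (0.627), NAB mouse 08 was highest for Rab6a (0.686), and NAB mouse 12 was lowest for the mean of lysosomal hydrolases (0.695). In HAB, mouse 05 was lowest for Ccdc88a (0.753), mouse 20 lowest for Vps13a (0.786) and highest for Ep400 (0.685), mouse 01 highest for Coro7 (0.751) and mouse 09 highest for the mean of oligodendrocyte genes (0.668). In LAB, mouse 21 was highest for Mbnl1 (0.731), Mt1 (0.644), Hmgn3 (0.542), Apbb1 (0.702), Dgkq (0.658) and Enoph1 (0.655), all from a single CeA array. LAB mouse 19 was lowest for Enpp5 (0.580) and LAB mouse 16 lowest for the second Pdhb probe (0.587).

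Differences between HAB and LAB that depended on the region were those of Ghrh (F 49.7), Kcnj16 (29.5), C1qtnf12 (23.4), Aldh3a1 (22), Cyth4 (18.1), Card10 (15.2), Dgkq (14.7) and Cyp4f13 (14.4). Of the 24 splits of whole mice between the lines, the real one included, 3 gave as many interaction probes (real 57, highest other 156). Chance is therefore not excluded for that count.

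The predictions for the genes that differed in all 5 regions were set before the result was seen, except that for NAB alleles, the demand that all 84 probes keep their sign, and the counting of other probes that were themselves called in all regions. A sequence variant under the probe predicts that other probes of the same gene do not follow. Of 35 called genes with another tested probe, 7 had a follower, and the median ratio of the other probes' difference to the called one was 0.00488, which fits for most genes but not for those whose probes agree, such as Hyi (ratio 0.98) and H2-T23 (0.85). Genes linked on a stretch of chromosome fixed by breeding also fit, since 44.6% of 65 called genes had a called neighbour within 1 Mb, against a median of 10.8% and a 95th percentile of 20.0% in 10000 random draws, of which 0 reached as high. At least 81.0% of the calls remained with array weights or another normalisation, which met the limit set against a difference in overall signal or quality between HAB and LAB. These alternatives act on whole arrays, so they cannot reach effects on single probes or of slides shared by a line. A median correlation of 0.0736 between regions of a NAB mouse speaks against alleles that vary among NAB mice for most of the probes only. Such alleles stay open, and 16 of 84 called probes lay above 0.5 in NAB, against 21 of 1000 other probes.

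For the excess of probes higher in NAB than in LAB in the BLA, both predictions were set before the result was seen. For a difference in overall signal of the BLA arrays the share higher in NAB fell from 74.8% to 56.7% with quantile normalisation within the region. This normalisation evens out rises and falls whatever their cause (median difference of all probes 0.05 before and -0.01 after), so the test decides nothing and the explanation stays open. For tissue of another kind in the BLA samples of a line, 1 list of other regions or cell types passed with a mean over 0.2 (oligodendrocytes +0.28, adjusted p 9.04e-03), but it was lost with an estimated correlation (adjusted p 8.85e-01), a check added after the result was seen. This explanation stays open as well.

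For lysosomal hydrolases the limits were set before the result was seen, but the value met neither limit of either prediction, and reading what was left beyond 2 SE was added after. Without Ctsb, 59.4% of the mean difference between HAB and LAB was left (-0.15, SE 0.030). For the microglia test Ctss was left out of both lists, and the lysosomal mean was then -0.26. With the microglia mean of each array as a covariate, 60.0% of this was left (-0.15, SE 0.029), where microglia genes differed by -0.23. The Ctsb probe is thus not the whole cause, and a part in it stays open. The mean of a few marker probes measures microglia with error, so a remainder could be left even if fewer microglia were the whole cause. The covariate therefore does not decide that explanation, which stays open in whole or in part.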

How the results depend on the processing

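Quantile normalisation, the added 16, median centring, the stricter filter and lists without Ctsb and Ctss were chosen after the values were seen, and the other alternatives before. Of 626 alternative counts of probes 587 stayed within 1.5-fold. Of 20535 gene values 20239 kept their label, 122 newly passed, 169 no longer passed and 5 changed sign. Of 6670 other values (lists and the counts of interaction probes) 6440 did not change. Except where stated, the cause of a change was not tested. Without the filter on dim probes, NAB against LAB fell to 231 in the CeA and 394 in the BLA, and 6 lists passed for HAB against LAB averaged over regions (whole-brain candidates 1.72e-02, respiratory chain 2.09e-02, endothelium 4.35e-02), with 2 lists each in the Cg, BLA and DG. Array weights raised HAB against LAB in the PVN to 672, NAB against LAB in the PVN to 567, HAB against NAB and NAB against LAB in the BLA to 1280 and 3168 and in the DG to 405 and 603, and the interaction to 155. Quantile normalisation over all arrays or within a region left 0 lists for HAB against NAB and 2 lists in the Cg. Over all arrays it turned Gapdh to +0.0864 in the Cg and -0.16 in the PVN. The added 16 gave 124 interaction probes, 0 lists for HAB against NAB, 6 lists in the PVN and Avp at -0.35 in the CeA, where adding a constant shrinks dim probes by construction. Median centring left 2 lists in the Cg and turned Gapdh (-0.10) and Rpl13a (-0.0204) negative in the DG. The stricter filter left 0 lists for HAB against NAB. A joint fit of all regions with the mouse as a replicate block gave NAB against LAB 772 in the CeA and 929 in the PVN, HAB against NAB 538 in the PVN, and in the DG 317 (HAB against LAB), 251 (HAB against NAB) and 251 (NAB against LAB), with 140 probes in all 5 regions. That fit both shares the spread over regions and adds the block, and which of these moved the counts was not tested. An estimated inter-gene correlation left 0 lists in each comparison of lines for which it was run (lysosomal hydrolases 4.44e-01, oligodendrocytes 6.67e-01, microglia 6.49e-01). The mean of all probes of a gene brought the other qPCR candidates past (5.96e-06), with 0 lists for HAB against NAB and 7 for NAB against LAB. With fry 8 lists passed on average, among them whole-brain candidates (5.91e-06), earlier candidates (6.83e-04), neuropeptides (9.67e-03), GABA transmission (2.10e-02), antioxidant defence (2.76e-02) and endothelium (1.63e-02), and oligodendrocytes did not (1.16e-01), with 2 lists for HAB against NAB, 11 for NAB against LAB, 2 in the CeA, 1 in the PVN and 0 in the BLA. Lists without Ctsb and Ctss left 0 for HAB against NAB and 1 in the PVN, where lysosomal hydrolases no longer passed (5.36e-02). With each mouse left out in turn, NAB against LAB ran from 289 to 522 in the CeA, from 371 to 1520 in the BLA (highest without NAB mouse 02) and from 74 to 96 in the DG, HAB against NAB from 397 to 996 in the BLA and from 70 to 106 in the DG, and HAB against LAB from 54 to 165 in the DG. Probes in all 5 regions ran from 43 (without HAB mouse 11) to 98 and the interaction from 37 to 64. The respiratory chain ran from 4.14e-02 (without LAB mouse 14) to 2.14e-01. Lists past the threshold ran from 0 to 1 for HAB against NAB and from 4 to 8 for NAB against LAB, and for HAB against LAB from 2 to 4 in the Cg, 3 to 9 in the CeA, 2 to 7 in the PVN, 2 to 6 in the BLA and 0 to 2 in the DG.

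The share of probes higher in the first line moved by over 10 points with scaling, as for NAB against LAB in the CeA (32.2% to 56.0%), PVN (39.7% to 53.2%) and BLA (74.8% to 56.7%), HAB against NAB in the BLA (27.4% to 48.8%) and after median centring in the CeA (61.9% to 47.3%) and HAB against LAB averaged over regions (37.2% to 49.9%) with quantile normalisation within each region. Not run were background correction and every other step on intensities before normalisation, filters by detection p, the 3 DG arrays without values and the slide as a block. The trend and robust fit was not run for lists, nor regions against the others under normalisation within a region, and the correlation between regions of a mouse was held fixed when a mouse was left out.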

Other observations

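Which tests of this part were chosen after the result was seen is stated with each. Several genes called in all 5 regions lie together on chromosomes. On chromosome 4 Cptp and B3galt6 are joined by 9430015G10Rik, on chromosome 17 Yipf4 and Ttc27 by Slc30a6, and on chromosome 14 Pdhb lies next to Rpp14, with Ctsb far from both. Cptp was at least 4.15-fold higher in HAB where B3galt6 was at least 6.92-fold lower, and Yipf4 at least 2.19-fold higher where Ttc27 was at least 5.49-fold lower. Genes of both signs thus lie within 1 Mb of each other, and of the 65 called genes with a position 44.6% had a called neighbour within 1 Mb. Linked alleles are a candidate explanation, set before the result was seen, and genotypes of these mice were not used here.

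Individual NAB mice resembled HAB or LAB at single genes. This look at mouse means was chosen after the values were seen. Each is the geometric mean over the regions that a mouse gave, and these regions differ between mice. The values and ranges therefore mix region and mouse. Enpp5 read 29.3, 35.0 and 28.0 in NAB mice 02, 15 and 18, within the HAB range (18.5 to 35.3), and 243, 250 and 246 in NAB mice 04, 08 and 13, within the LAB range (206 to 310), with 149 in NAB mouse 12. Glo1 sorted the same mice the other way round, with 463, 433 and 424 in NAB mice 02, 15 and 18 (LAB 393 to 526) and 232, 206 and 214 in NAB mice 04, 08 and 13, within or just below the HAB range (216 to 251). NAB mouse 12 lay between for Glo1 as well (318). Over all called probes the regions of a NAB mouse correlated at a median of 0.0736, so this was not a trait of most of the set. Still, 16 of 84 probes exceeded 0.5 in NAB, against 0 in HAB and 4 in LAB, and against 21 of 1000 other probes in NAB. Alleles that still segregate in NAB may account for such genes, and Enpp5 and Glo1 lie on the same chromosome (17). A genotype at both genes in these mice would test it.

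The lines were also compared after random regrouping of the arrays, a test set before the result was seen. Within regions, 1 of the 100 splits, the real one, gave as many HAB and LAB probes in the Cg (real 451, highest other 2), CeA (399, 148), PVN (385, 191) and BLA (415, 3). For HAB against NAB it was 1 of the 100 splits in the Cg (390, 219) and CeA (370, 24) and 3 in the PVN (316, 1147) and BLA (562, 1279). For NAB against LAB it was 1 in the Cg (458, 17) and PVN (312, 109), 2 in the CeA (472, 841) and 4 in the BLA (624, 2004). In the DG the 10 splits possible are too few (142, 123 and 117 real, highest other 0, 0 and 1). A regrouping that gives more than the real count, as in the PVN, BLA and CeA with NAB, points to structure among the arrays of a region other than the line. With whole mice moved between lines, 1 of the 24 splits gave as many for HAB against LAB on average (1584, 947) and in all 5 regions (84, 0), 1 of the 60 splits for HAB against NAB (1378, 1081) and 1 of the 99 splits for NAB against LAB (2621, 1574).

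For the lists, 9 of the 24 splits, the real one included, gave as many lists past the threshold (real 3, highest other 4), so that count is not beyond chance. Lysosomal hydrolases reached as small a p in 1 of the 24 splits (real 1.10e-08, smallest other 5.99e-08), oligodendrocytes in 4 (1.79e-04, 5.54e-07) and microglia in 3 (6.44e-04, 1.48e-04), so chance is not excluded for the last 2 by this permutation. For lysosomal hydrolases the evidence against chance is weak. With 24 splits no share below 4.17% could be reached, and the median camera p of the other splits was 4.37e-03. Region labels shuffled within each mouse gave as many probes in 1 of the 100 splits for the Cg (14535, 2274), CeA (13013, 4453), PVN (13623, 1753), BLA (12435, 1215) and DG (15630, 7134).

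Hbb-bs (+3.47) and Hbb-b2 (-1.59) moved in opposite directions in HAB, while Hba-a1 (+0.54) and Alas2 (+0.31) rose less. Hbb-bt rose (at least 1.52-fold), and 7 of 8 other Hbb-bs probes passed as higher. More blood in HAB samples would raise all of these genes, which Hbb-b2 did not show at its probe, and as a set blood genes did not pass (adjusted p 2.75e-01). Blood in the samples and alleles of the globin genes were not tested against each other, and both stay open. For 46 of the 84 probes NAB lay nearer to LAB in all regions and for 30 nearer to HAB.

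Averaged over regions, Abca2 was 2.95-fold higher in HAB than in LAB. That is lower than the value quoted from the study above. The study gave its value for every experiment and all brain regions, which also takes in another array platform and other mice. It reported lower Abca2 in LAB by quantitative PCR as well. In LAB mice the geometric mean of Abca2 ran from 11.2 to 17.2, not far above array background levels of 6.99 to 10.6. Whether this lowered the fold change was not tested. Ctsb and Enpp5 were 9.44-fold and 8.63-fold lower in HAB. That is above the lower bound quoted from the study. Ttbk1 had no tested probe under its name here.

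By the thresholds that the authors describe in their methods (at least 3 regions, a difference of 30% and adjusted p 0.10), 316 probes of 231 genes separated HAB from LAB. The all-region criterion gave 84 probes of 66 genes, the same as adjusted p alone.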
